A study of Drosophila melanogaster with 6 samples.

How the data were processed

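Polyadenylated RNA was sequenced from 6 libraries of whole lymph glands of Drosophila melanogaster larvae in the third instar. The lymph gland is the larval blood-forming organ, a series of paired lobes along the dorsal vessel (the larval heart tube), and is removed by dissection. Every larva was wild-type, on a background given in the labels as a cross of a stock line to the w1118 strain, and was raised on semi-defined medium. Per the labels' protocols, RNA was purified on silica columns and libraries were made with a stranded kit that selects polyadenylated RNA.

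The deposited values are gene-level RSEM tables, per the file headers. RSEM assigns sequenced fragments to transcripts by maximum likelihood, splits fragments that match several transcripts, and sums transcripts to genes. The expected counts deposited by the authors are estimated fragments or reads per gene, are not normalized and need not be whole. The TPM values deposited by the authors are relative transcript abundances, corrected for effective transcript length and with the same sum in each library. The FPKM values deposited by the authors are fragment counts scaled by effective length and by library size. The tables also hold the posterior standard deviation of each count, which is above 0 where reads could belong to more than 1 gene, together with transcript lengths and effective lengths. The labels and headers state no RSEM version, aligner, genome build, annotation or use of strand in counting. Because counting is not stated to use strand, genes that overlap another gene on the opposite strand are named as such. TPM of very short RNAs, such as small nucleolar RNAs, is inflated by small effective lengths, and selection for polyadenylated RNA undercounts transcripts without a tail.

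Each table lists 17807 genes by FlyBase gene ID and 34920 transcripts. Of the genes, 17710 were matched to Ensembl release 115 by gene ID, 56 through their transcript IDs, and 41 were left unmatched. That annotation holds 34750 of the transcripts. Of 10341 genes with a single transcript, 10316 had the same length in both. Positions in the text are those of release 115 on the BDGP6.54 assembly, counted from 1, and the authors' build is not stated.

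The labels name 2 experimenters, with 3 libraries each, and give the same genotype, tissue and stage for all 6. The libraries of one experimenter are called set A and those of the other set B, with replicate numbers from the labels. Expression levels were summarised over all 6 libraries as a single wild-type group, and set B was compared with set A as a measure of the difference between experimenters. Experimenter and any batch of dissection, library preparation or sequencing that goes with it cannot be told apart. The same replicate number in both sets belongs to libraries of different larvae, so the main comparison does not pair them.

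Detection was defined as TPM of at least 1 in all 6 libraries. Correlations used log2(TPM + 1) over genes with mean TPM of at least 1. Set B was compared with set A with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, on expected counts rounded to whole numbers, after its default expression filter and TMM normalization, with Benjamini-Hochberg adjustment and an adjusted p threshold of 0.05. The standard error of a log2 fold change was taken from the estimate and its F statistic. For 18 panels of 96 marker genes fixed before the data were examined, panels with at least 3 tested genes were compared with camera of limma 3.58.1, with an inter-gene correlation fixed at 0.01. The level of a panel in a library is the median TPM of its genes. Library measures were compared between sets with two-sided exact permutation tests. With 3 libraries against 3, the smallest p such a test can give is 0.1. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.

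The genes named were chosen by a rule fixed before the data were examined. They are the 10 genes with the highest mean TPM, every gene of the 6 blood-cell panels, the gene with the highest mean TPM in each other panel with both roX genes, and up to 5 genes per direction past the threshold between sets. No gene met the last criterion. Other genes were chosen after their values were seen, and the text says so where they appear, except the members of the panels and of the second marker lists. Panels were fixed before the data were examined, and the second lists were written afterwards.

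The test between sets was tested on simulated counts for 8491 genes, of which 200 were changed, with means, dispersions and library sizes taken from the data. It called 84 of 100 genes changed 4-fold, 41 of 100 genes changed 2-fold and 4 unchanged genes. DESeq2 1.42.0 on the same counts called 90, 66 and 46. In 20 simulations of 8491 genes without any difference, edgeR called between 0 and 2 genes, and DESeq2 called between 12 and 37, with a median of 23.5. In 20 further simulations of 12624 genes with any count, DESeq2 called between 15 and 46, with a median of 30.5. In a simulation in which the plasmatocyte genes were doubled, camera called 1 of 15 panels, the plasmatocyte panel; simulated genes were independent of each other.

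Total expected counts ranged from 18689689 to 26003822 per library. A gene with a 2 kb effective length and TPM of 1 corresponds to between 32.7 and 45.7 counts. The smallest share of a library that 3 counts make up is between 1.15e-05 and 1.61e-05 percent. Binomial intervals and this floor cover counting error only, since reads from amplified libraries are not independent molecules.

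The alternatives were other normalizations, filters, pseudocounts and thresholds, DESeq2 on all genes and, chosen after seeing the data, on the genes kept by the expression filter, limma-voom, limma-trend on log2(TPM + 1), a replicate block, an estimated inter-gene correlation, FPKM for panel levels, rescaled TPM for panel and gene levels, and leaving out each library in turn. GC content was not examined, since no genome sequence was used here. The credibility intervals in the deposited tables were not used.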

Results

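RNA-seq was carried out on 6 libraries of whole lymph glands from wild-type larvae of the third instar, 3 from each of 2 experimenters, called set A and set B. The design gives a reference profile of the organ and, through the sets, a measure of how far libraries of the same genotype, tissue and stage differ between experimenters. The total expected counts were 26003822, 22615552 and 20082235 for replicates 1, 2 and 3 of set A, and 19627317, 18689689 and 24804853 for those of set B. The difference in mean depth between sets was smaller than the spread between replicates, with a two-sided exact permutation p of 0.5. No pair of libraries agreed within sampling noise, so each was counted as a separate sample.

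Of 17807 genes, 7371 had TPM of at least 1 in all 6 libraries, and 7163 of these were protein coding, which is 51.4% of the annotated protein-coding genes in the tables. Between 7734 and 8236 genes reached this level in single libraries (7942 ± 219, SD, n = 6). Another 1505 genes reached it in some libraries only, and 5139 genes were listed at 0 in all 6. Raising the minimum to a TPM of 5 moved the number of genes detected in all 6 libraries most, to 6323. Mean TPM was at least 10 for 5720 genes, at least 100 for 1017 genes and at least 1000 for 144 genes. The 100 genes with the highest mean TPM held 54.9% ± 1.44 of summed TPM (SD, n = 6).

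The gene with the highest mean TPM was RpL41 (FBgn0066084), a ribosomal protein gene on chromosome 2R at 24903416 to 24903935 of BDGP6.54, at 20428 ± 888 TPM (SD, n = 6, as for all levels that follow unless stated). The mitochondrial large ribosomal RNA mt:lrRNA (FBgn0013686) followed at 18910 ± 6432 TPM and the translation elongation factor gene eEF1alpha1 (FBgn0284245) at 16224 ± 913 TPM. Next were the non-coding RNA gene lncRNA:CR34335 at 9315 ± 2260 TPM, RpS29 at 9222 ± 308 TPM, regucalcin at 8795 ± 1431 TPM and RpL39 at 8509 ± 413 TPM. RpS27A was at 7760 ± 210 TPM, and RpLP1 was the tenth at 7477 ± 197 TPM. The ninth was PPO2 (FBgn0033367), a prophenoloxidase gene of crystal cells on 2R at 9042261 to 9044709, at 7644 ± 1817 TPM. Of these genes, RpS29, regucalcin and RpL39 overlap a gene on the opposite strand, so part of their counts is uncertain. The coefficient of variation was 2.63% for RpLP1, 23.8% for PPO2 and 34.0% for mt:lrRNA.

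Transcripts of the mitochondrial genome made up 1.35%, 2.21% and 2.08% of counts in replicates 1, 2 and 3 of set A. In set B they made up 2.25%, 3.48% and 3.85%. Most of these counts belonged to the ribosomal RNA mt:lrRNA, with 273213 to 391894 counts per library in set A and 335994 to 693197 in set B. The share therefore mainly follows that RNA. The 95% Wilson intervals were at most as wide as 3.47% to 3.49%, the interval of set B replicate 2. All set B libraries lay above all set A libraries, with means of 3.19% ± 0.841 and 1.88% ± 0.464 (SD, n = 3 each). The two-sided exact permutation p was 0.1, the smallest that 3 libraries against 3 can give, and 0.5 after Benjamini-Hochberg adjustment over the 5 library measures compared. Depth, the number of genes at TPM of at least 1, the share of the top 100 genes and the fragment length implied by effective lengths had exact permutation p-values between 0.2 and 0.9. That fragment length ranged from 171.0 nt in set B replicate 2 to 180.6 nt in set A replicate 3.

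Replicate agreement was compared within and between sets. The median Pearson r of log2(TPM + 1) across 8095 genes was 0.954 over the 6 pairs within sets (range 0.946 to 0.983) and 0.956 over the 9 pairs between sets (range 0.929 to 0.983). These are correlations across genes, which are not independent replicates. Libraries of the same set were therefore no closer to each other than to those of the other set. With a pseudocount of 0.1, which lowered both medians most, they were 0.928 and 0.933. The median coefficient of variation of detected genes was 10.1% over all 6 libraries, 10.4% within set A and 9.41% within set B, and 254 genes exceeded 50%. The first principal component held 43.8% of the variance. Set A replicate 1 scored 22.5 on it and set B replicate 2 scored 39.5, while the other libraries scored between -26.8 and -5.64, so it did not follow the sets.

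Markers of blood-cell lineages were examined next. Prohemocytes are the progenitors of the medullary zone. Their markers Tep4 (FBgn0041180, 2L at 19548507 to 19556451) and Ance (FBgn0012037, 2L at 13905645 to 13909212) were at 1871 ± 339.9 TPM and 2966 ± 254 TPM. The receptor gene et was at 406 ± 57.9 TPM and overlaps a gene on the opposite strand. Lower levels were found for the receptor gene dome, at 9.77 ± 1.14 TPM, and for shg, which encodes E-cadherin, at 7.16 ± 4.204 TPM. The posterior signalling center is the niche that regulates progenitors. Of its markers, Antp (FBgn0260642) was at 3.77 ± 0.246 TPM, kn (FBgn0001319) at 22.3 ± 4.38 TPM, dlp at 10.8 ± 2.08 TPM and tau at 22.3 ± 3.32 TPM. The niche marker hh (FBgn0004644, 3R at 23128169 to 23141906) had 69 counts in set B replicate 2 and between 0 and 4 counts in each of the other libraries, with a highest TPM of 1.92. Beyond that library, hh was not detectable above 4 counts at this depth.

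Of the markers shared by hemocytes, He (FBgn0028430) was at 1976 ± 165 TPM, srp at 177 ± 22.7 TPM, Pvr at 135 ± 13.0 TPM and ush at 54.2 ± 4.22 TPM. Plasmatocytes are the phagocytic blood cells. The highest of their markers was the collagen gene Col4a1 (FBgn0000299) at 1305 ± 209 TPM, followed by Pxn at 1169 ± 195 TPM and Hml (FBgn0029167, 3L at 13846054 to 13860001) at 868 ± 196 TPM. Further plasmatocyte markers were vkg at 791 ± 138 TPM, Sr-CI at 717 ± 180.1 TPM, eater at 544 ± 109 TPM, NimC1 at 145 ± 16.4 TPM and crq at 73.5 ± 35.0 TPM. Crystal cells carry the melanization enzymes. Besides PPO2, PPO1 (FBgn0283437, 2R at 17887220 to 17889973) was at 5379 ± 1293 TPM, while the transcription factor genes lz, peb and klu were at 11.3 ± 4.201, 9.41 ± 2.32 and 2.44 ± 1.24 TPM. Lamellocytes are the large flat cells that encapsulate parasitoid eggs. Their markers atilla (FBgn0032422), PPO3 and ItgaPS4 were at 3.28 ± 2.71, 1.37 ± 0.776 and 0.422 ± 0.253 TPM, and atilla rested on between 13 and 74 counts per library. The broader lamellocyte markers msn and cher were at 59.9 ± 13.9 and 189 ± 26.2 TPM. Overlaps on the opposite strand leave part of the counts of He, Pxn, crq, ItgaPS4 and cher uncertain.

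**Figure D1:**
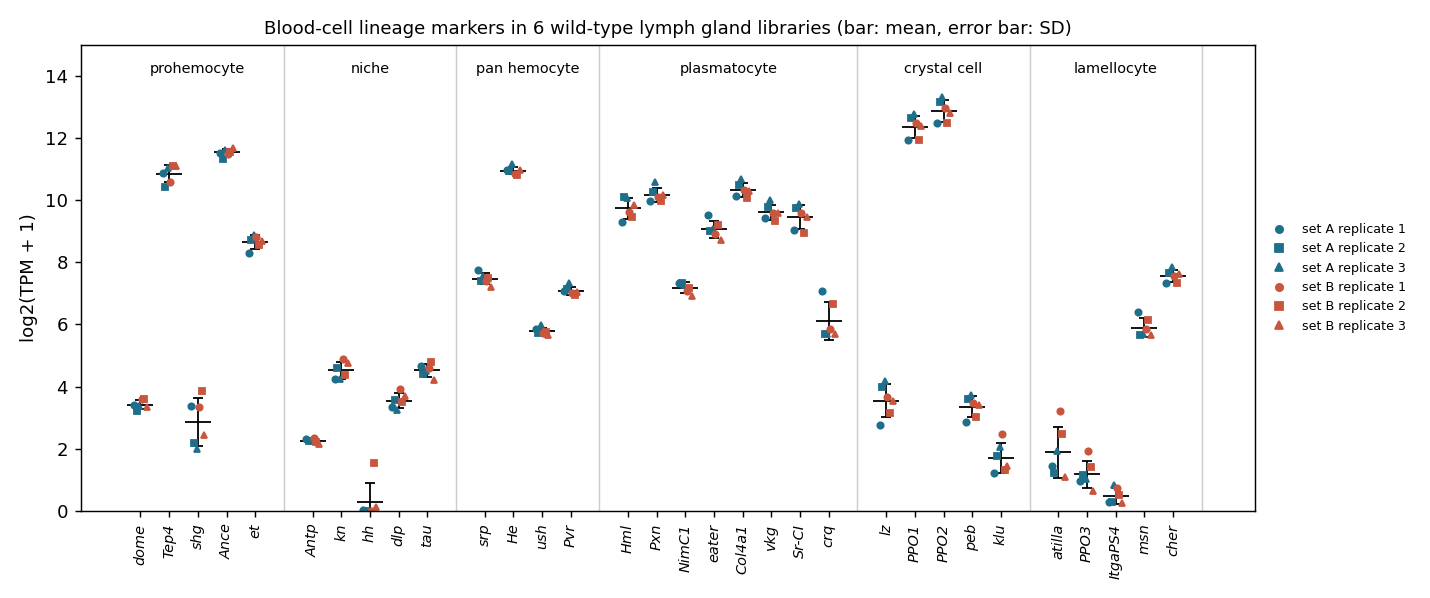
Expression of blood-cell lineage markers in 6 wild-type lymph gland libraries, as log2(TPM + 1) on the vertical axis, with genes grouped by panel on the horizontal axis. Points are libraries (colour: set, symbol: replicate number), horizontal bars are means and error bars are SD over the 6 libraries on the log2 scale; PPO1 and PPO2 lie highest, and hh rises above the floor in set B replicate 2 only.

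Panels for tissues that lie near the lymph gland were measured in the same way, as a background from other cells. The ring gland, an endocrine organ, was represented by spok (FBgn0086917), at 619 ± 298 TPM, with all 6 panel genes at TPM of at least 1 in every library. Muscle was represented by Act57B (FBgn0000044) at 308 ± 237 TPM and the heart by Hand (FBgn0032209) at 117 ± 26.9 TPM. The other heart panel genes were far lower, with tin at 2.14 ± 1.11, svp at 0.693 ± 0.599 and prc at 0.0417 ± 0.0232 TPM. Of these, prc overlaps a gene on the opposite strand. With the other panel genes this low, the level of Hand alone cannot show a background from heart cells. The fat body gene Lsp1beta (FBgn0002563) had 209.5 TPM in set A replicate 3 and between 2.91 and 14.03 TPM elsewhere. The salivary gland glue gene Sgs7 (FBgn0003377) had 2958 TPM in set B replicate 2 and between 9.41 and 55.2 TPM elsewhere. The neuronal gene elav (FBgn0260400), which overlaps a gene on the opposite strand, had 13.5 TPM in set B replicate 1 and between 1.03 and 2.59 TPM elsewhere. Of the 5 midgut genes, 4 stayed below TPM of 1 in all 6 libraries, and the highest, Jon65Aiv (FBgn0250815), was at 2.28 ± 1.36 TPM.

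**Figure D2:**
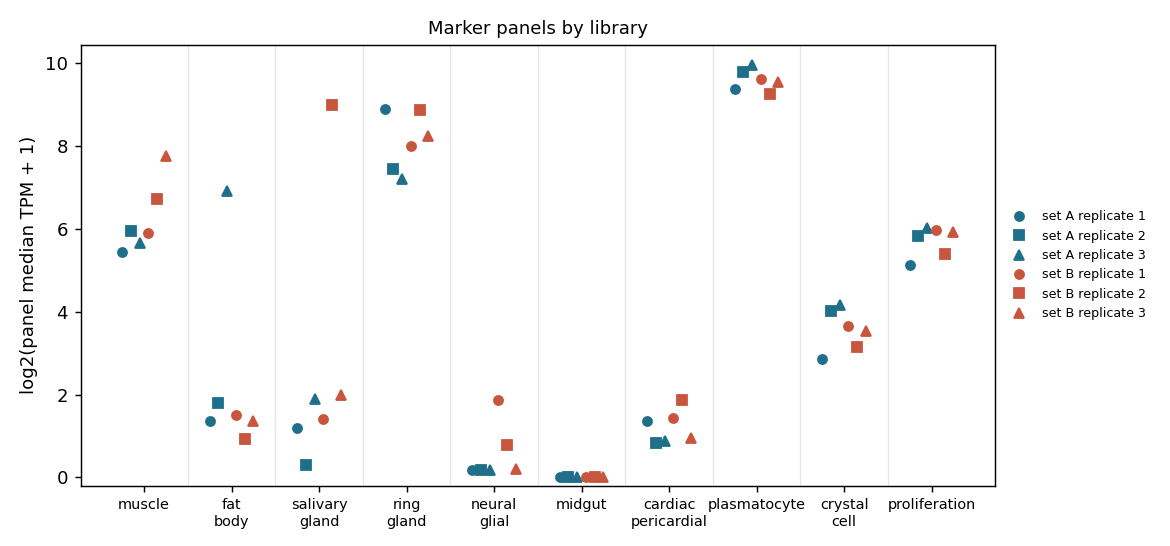
Marker panels in each library, as log2(median TPM of the panel's genes + 1) on the vertical axis, with panels on the horizontal axis and a point per library (colour: set, symbol: replicate number). The fat body panel reached 119 TPM in set A replicate 3 and the salivary gland panel 507 TPM in set B replicate 2, against at most 2.495 and 2.965 TPM in the other libraries, while the plasmatocyte panel lay between 608 and 979 TPM in all 6.

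Panels for the state of the tissue gave the following levels. The heat shock gene Hsp23 (FBgn0001224) was at 1297 ± 623 TPM, the replication gene PCNA (FBgn0005655) at 92.4 ± 15.8 TPM and the ecdysone-response gene br (FBgn0283451), which overlaps a gene on the opposite strand, at 134 ± 56.0 TPM. Of 7 antimicrobial peptide genes, 3 stayed below TPM of 1 in all 6 libraries. The highest, Mtk (FBgn0014865), had 24.8 TPM in set A replicate 2 and between 2.22 and 5.61 TPM elsewhere. The RNAs roX1 (FBgn0019661) and roX2 (FBgn0019660), which take part in dosage compensation in males, were at 162 ± 102 TPM and 46.7 ± 26.7 TPM. Part of the roX1 counts is uncertain, since roX1 overlaps a gene on the opposite strand. Their levels differed several-fold between libraries, from 70.0 to 342 TPM for roX1 and from 16.4 to 87.6 TPM for roX2.

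Set B was compared with set A to ask how far the experimenter changes the profile. With edgeR's quasi-likelihood test, 0 of 8491 genes had an adjusted p under 0.05, and the smallest adjusted p was 0.9997. At an unadjusted p under 0.05 there were 353 genes, against 424.6 given by chance. Library values did not overlap for 628 genes, 354 higher in set B and 274 higher in set A, which is 7.40% of genes against the 10% that chance gives. DESeq2, without the expression filter, was the alternative that moved the number of called genes most, to 34 of 12485, of which 32 were higher in set B. The DESeq2 call with the smallest adjusted p, at 1.88e-08, was Argk1 (FBgn0000116), named after its values were seen. Its CPM ranged from 27.4 to 46.7 in set A and from 156 to 334 in set B. The DESeq2 log2 change of Argk1 was 2.52, and edgeR did not call it. The gene with the smallest edgeR p, sbm (FBgn0030574), was also chosen after its values were seen. It was higher in set B by 0.92 on the log2 scale (SE 0.14), in all 3 set B libraries, with an edgeR adjusted p of 0.9997. Its mean TPM was 3.83 ± 0.146 in set A and 7.45 ± 1.31 in set B (SD, n = 3 each). Across the alternatives its adjusted p ranged from 0.00156 with DESeq2 on the filtered genes to 1.

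**Figure D3:**
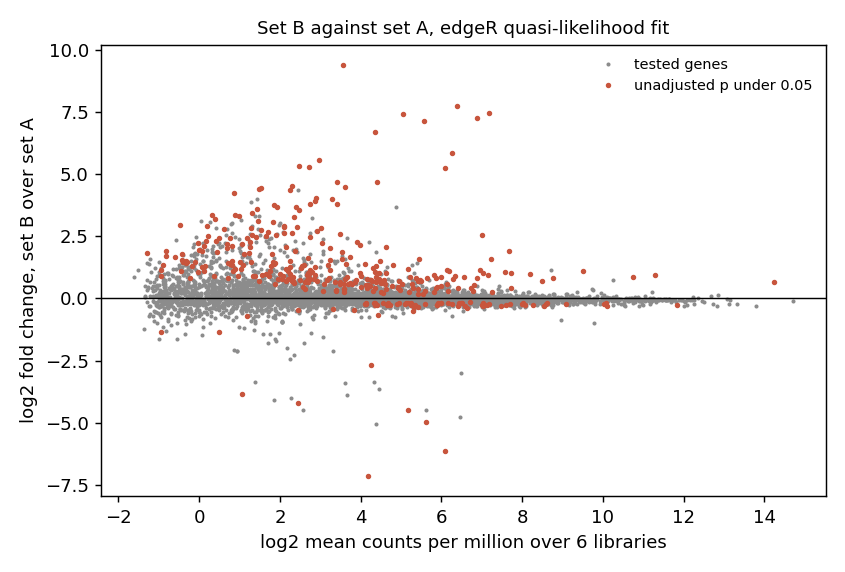
Log2 fold change of set B over set A (vertical axis) against log2 of mean CPM over 6 libraries (horizontal axis) for 8491 genes tested with edgeR. Grey points are tested genes and red points the 353 genes at an unadjusted p under 0.05; 0 genes had an adjusted p under 0.05.

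The panel genes were compared between sets as a list fixed in advance. Of 81 panel genes tested with edgeR, 0 had an adjusted p under 0.05, whether adjusted over the list alone or over all genes, and 18 had an unadjusted p under 0.05. The smallest p adjusted over the list was 0.203. NimC1 had the smallest unadjusted p, with a log2 change of -0.27 (SE 0.084) and an edgeR p of 0.203 adjusted over the list. As whole panels, 9 of 15 had a camera adjusted p under 0.05 with the inter-gene correlation fixed at 0.01, and 0 of 15 when that correlation was estimated from the data. The mean log2 change of the panel genes under the fixed correlation was 1.39 for muscle, 0.88 for heart, 2.35 for neural and glial, 0.38 for heat shock, 0.26 for ring gland and 6.29 for salivary gland. It was -4.34 for fat body, -0.25 for plasmatocyte and -0.19 for the markers shared by hemocytes. Leaving out a single library lowered the size of several of these values. The fat body value was -0.41 without set A replicate 3 and no longer passed, while salivary gland was 0.76 without set B replicate 2, neural and glial 0.65 without set B replicate 1 and muscle 0.69 without set B replicate 3, each still past the threshold. Of the 6 fits that each left out a library, ring gland and heat shock failed the threshold in 4 each, with largest camera adjusted p-values of 0.391 and 0.292. Heart failed it in 1, without set B replicate 2, at 0.0913, and fat body in 1, at 0.0865. The heart value rests most on svp, with a log2 change of 1.77, against 0.42 for Hand and 0.43 for tin. All 8 plasmatocyte genes had a negative log2 change, between -0.29 and -0.18, and none had an edgeR adjusted p under 0.05.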

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

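Among 77 values over the 6 libraries (library measures, panel levels and named genes), 10 had a library standing apart, by a gap to its nearest neighbour of more than Dixon's 95% critical value for 6 samples, as a share of the whole range. Chance alone gives 3.85 of 77, and the values are not independent, since a panel and its highest gene move together. The libraries were set B replicate 2 for 3 values, set A replicate 3, set B replicate 1 and set B replicate 3 for 2 each, and set A replicate 2 for 1. Every test in this part was chosen after the pattern was seen. The muscle, immune and eye-antennal disc gene lists were written before the values of their genes were seen, and some genes of the salivary gland, fat body and brain lists had been seen. A list counts as informative only with at least 3 genes at TPM of at least 1, a minimum set after the values were seen. The design gives no group that these libraries form, so no biological explanation was tested apart from immune activation for Mtk.

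The salivary gland panel was at 507 TPM in set B replicate 2 against a median of 1.67 TPM in the others, a gap of 0.995 of the range, and Sgs7 was at 2958 TPM against 22.2 TPM, a gap of 0.984. The panel was 303-fold above the median of the others, while library totals ranged over 1.39-fold, so depth does not account for it. The largest posterior SD among panel genes was 0% of the count, so the assignment of reads between paralogs was not uncertain. A candidate explanation is salivary gland tissue carried over in dissection. Of a second list, only 2 genes (sage and Sgs5bis) reached TPM of 1, and 2 of 2 peaked in this library. That is too few to decide, so the pattern cannot be told apart from carry-over.

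The fat body panel was at 119 TPM in set A replicate 3 against 1.58 TPM, a gap of 0.987, and Lsp1beta was at 209.5 TPM against 10.8 TPM, a gap of 0.946. The panel was 75.6-fold above the median of the others, beyond the 1.39-fold range of totals, and its largest posterior SD was 0% of the count. Of 5 genes on a second fat body list, 4 peaked in this library (apolpp, Obp99b, Adh and Gnmt), with a median fold of 2.13 after adding 0.5 to both values. Obp44a peaked elsewhere. Of these genes, apolpp, Gnmt and Obp44a overlap a gene on the opposite strand. Fat body carried over in dissection remains a candidate explanation, with most of the second list rising far less than the panel.

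The muscle panel was at 214.8 TPM in set B replicate 3 against 58.1 TPM, a gap of 0.644, and Act57B was at 781 TPM against 217 TPM, a gap of 0.762. The panel was 3.70-fold above the median of the others, beyond the 1.39-fold range of totals, and its largest posterior SD was 0.007% of the count. Of 7 genes on a second muscle list, 6 peaked in this library, with a median fold of 2.02. Muscle carried over in dissection remains a candidate explanation. The dorsal vessel also holds muscle, and the lists cannot separate heart muscle from body-wall muscle. All 5 panel genes were second highest in set B replicate 2.

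The neural and glial panel was at 2.63 TPM in set B replicate 1 against 0.140 TPM, a gap of 0.768, and elav was at 13.5 TPM against 1.44 TPM, a gap of 0.874. The panel was 18.8-fold above the median of the others, beyond the 1.39-fold range of totals. The largest posterior SD among panel genes was 2.99% of the count (elav), so assignment of reads between genes was uncertain by little. Of 5 genes on a second brain list, 4 peaked in this library (cpx, Appl, Sap47 and CadN), with a median fold of 3.08, although Sap47 rose by 1.14-fold only. Syx1A peaked elsewhere. Brain tissue carried over remains a candidate explanation.

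The antimicrobial peptide gene Mtk was at 24.8 TPM in set A replicate 2 against 2.99 TPM, a gap of 0.850, which rests on 49 of the 80 counts of all 6 libraries. Counting noise alone gave a two-sided exact binomial p of 1.47e-18 for that count. If the larvae had mounted an immune response, other induced genes might peak there too. Of a second list, only 1 gene (CecC) reached TPM of 1, and 0 of 1 peaked in this library, which is too few to decide. In the panel that holds Mtk, Drs also peaked there, at 9.34 TPM against 3.06 to 5.62 TPM elsewhere, and DptB, which overlaps a gene on the opposite strand, had 5 counts there and 0 elsewhere, while CecA1 and Dro peaked in set B replicate 3. These panel values were looked at after the fact and were not tested. The pattern cannot be told apart from immune activation.

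The niche marker hh was at 1.92 TPM in set B replicate 2 against 0 TPM, a gap of 0.958, which rests on 69 of the 74 counts of all 6 libraries. Counting noise gave a two-sided exact binomial p of 2.19e-52. Of the other niche markers, Antp, kn and dlp peaked in set B replicate 1, and tau peaked in this library at 26.7 TPM against a mean of 22.3 TPM over all 6. Of 7 genes on an eye-antennal disc list, 7 peaked in it (so, dac, ato, gl, ro, Optix and dpp), with a median fold of 6 after adding 0.5 to both values, and dpp rose by 1.12-fold only. Eye-antennal disc tissue carried over is a candidate explanation for the hh reads.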

How the results depend on the processing

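The alternatives were fixed before the data were examined, except DESeq2 on the filtered genes, which was chosen after seeing the data. The number of detected genes stayed within 1.5 times 7371 under every alternative, from 6323 with TPM of at least 5 to 8095 with mean TPM of at least 1, and from 7377 to 7450 across the 6 sets of libraries that each left out one. The share of the top 100 genes was 37.4% when computed from expected counts, which give short transcripts less weight than TPM, and 18.2% for the top 20 genes. The median correlations within and between sets fell to 0.928 and 0.933 with a pseudocount of 0.1 and rose to 0.984 and 0.985 over all genes without a filter. The between-set median was above the within-set median under each alternative but the one without set B replicate 1, where the within-set median was 0.954 and the between-set median 0.953. The pan-hemocyte panel moved from 156 TPM to 137 FPKM, a change of unit. The levels of the 55 named genes moved by less than their SD with TPM rescaled by TMM factors, and FPKM was not tried for single genes. Leaving out a library cannot move a mean of 6 by as much as the SD, so it is no check on levels, and levels carried by a single library collapsed: the mean TPM of Sgs7 fell from 519 to 31.5 without set B replicate 2, that of hh from 0.337 to 0.02, and that of Lsp1beta from 42.2 to 8.79 without set A replicate 3.

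The number of genes past the threshold between sets was 0 with every edgeR and limma alternative and in the 6 fits that each left out one library, where the number at an unadjusted p under 0.05 ranged from 161 to 669. It was 34 with DESeq2 on 12485 genes (32 higher and 2 lower in set B) and 22 with DESeq2 on the genes kept by the expression filter (20 higher and 2 lower), of which 21 were among the 34. Without set B replicate 3 the smallest edgeR adjusted p was 0.0601, with 559 genes at an unadjusted p under 0.05 against 436 by chance. Without set A replicate 1 it was 0.355, with 669 genes against 432.9. Without set B replicate 1 it was 0.439, with 276 genes against 433.6. In each other such fit it was at least 0.999, and fewer genes than by chance had an unadjusted p under 0.05. With the replicate block, 0 genes passed, 290 had an unadjusted p under 0.05, the smallest adjusted p was 0.889, and 9 panels passed. Deviations from the set means had a mean correlation of -0.035 for libraries with the same number and 0.023 for the others, so the numbers do not pair them.

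The number of panels past the threshold was 9 with RLE size factors, with log2(TPM + 1) and with the replicate block, 0 with the inter-gene correlation estimated from the data, and 7 to 11 when each library was left out. The estimated correlation made 9 panels lose the threshold without any change in their mean log2 change. That of salivary gland was 2.68 with log2(TPM + 1) and 3.31 with the replicate block. In the same order, fat body was at -1.88 and -2.30, neural and glial at 0.89 and 1.66, and heart at 0.44 and 0.82. These are smaller in size than in the main fit. Ring gland was larger, at 0.46 and 0.49, as was heat shock, at 0.42 and 0.44. Leaving out each library in turn changed the direction of 5 panels. Their mean log2 change ranged from -0.46 to 0.0035 for crystal cell, from -0.0048 to 0.56 for lamellocyte, from -0.014 (without set A replicate 3; -0.012 without set B replicate 2) to 1.02 for ring gland, from -0.15 to 0.23 for proliferation (-0.051 and -0.066 without set B replicates 1 and 3) and from -0.48 to 0.39 for ecdysone response. The cause was not tested. In the same fits 8 panel values became weaker and 8 stronger. The log2 change of sbm kept its direction under all alternatives and passed the threshold only in the DESeq2 fits.

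Depth limits the low markers: hh, atilla, PPO3, ItgaPS4, Jon65Aiv and Mtk had under 100 counts in every library. With 3 libraries per set, the test found 41 of 100 simulated 2-fold changes, so changes of that size can be missed.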

Other observations

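Every test in this part was chosen after its pattern was seen. For gene length bias and for a few genes with large changes, the outcome each would give was written before the tested value was seen, and for the others afterwards. No biological explanation was tested for the sets, since the labels give experimenter as their only difference and any batch that goes with it cannot be told apart.

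The comparison of the sets was repeated on all 10 splits of the 6 libraries into 3 and 3. With edgeR, 10 of 10 splits gave at least the 0 genes of the real split, since each gave 0. At least 353 genes at an unadjusted p under 0.05 were found in 5 of 10 splits, the real one included, with up to 1819. Of the 4 splits that part as many same-numbered pairs, 3 gave at least as many. Each of the other splits parts only 1 same-numbered pair. Apart from the real split, those with at least 353 genes, at 492, 498, 1309 and 1819, all put set A replicate 1 and set B replicate 2 together. These libraries scored highest on the first principal component. Among the splits that part them, the real one gave the most genes, against 56 to 157 in the rest. At least 9 panels passed with the fixed correlation in 1 of 10 splits, the real one, and no split gave any panel with the estimated correlation. With the fixed correlation every other split still gave 4 to 6 panels, so most of such calls do not depend on the sets. At least 34 DESeq2 genes were found in 3 of 10 splits, with up to 859. Apart from the real split, these had 232 and 859 and put set A replicate 1 and set B replicate 2 together. Other splits with this pair together gave 0 and 3. Splits that part the pair gave 0 to 8, apart from the real one. With 10 splits, no share under 0.1 is possible.

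The 34 genes called by DESeq2 between sets were looked at further. In 24 of 34, a library of the higher set lay under 2 times the highest library of the other set, and in 17 of these set B replicate 3 alone was low. Values overlapped for 7 genes, and 10 were separated by at least 2-fold in every library. Of the 34 genes, 13 were not among the 8491 kept by the expression filter. In 8 of 20 simulations of 12624 genes without any difference, DESeq2 called at least 34 genes, with a median of 30.5. On the genes kept by the filter DESeq2 called 22, and 13 of 20 simulations of those genes gave at least as many, with a median of 23.5. The simulations compare only the number of calls, so they cannot tell which calls come from the method at this sample size. For the 17 genes in which set B replicate 3 alone was low, the difference rests on set B replicates 1 and 2. For the other calls the tests leave the source open. Genes of eye and brain development such as ey, toy, eya, dan and scrt were among the 34, named after their values were seen.

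Set A replicate 1 and set B replicate 2 ranked together across many genes. Of 7371 detected genes, they were the highest pair in 1775 and the lowest pair in 1608, against 491.4 expected for each of 15 pairs. The next most frequent pairs had 1292 and 1487. Set A replicate 1 and set B replicate 2 were not alike throughout. They scored 34.5 and -21.9, at opposite ends of the second principal component, which held 23.3% of the variance. Their Pearson r of log2(TPM + 1) was 0.951, under the median of 0.954 within sets. They were the highest pair for 5 of 6 ring gland genes and 5 of 7 ecdysone-response genes, and the lowest pair for 6 of 6 proliferation genes, 5 of 5 crystal cell genes, 5 of 8 plasmatocyte genes, 4 of 6 fat body genes and both roX genes. The other way, they were the highest pair for 2 of 8 plasmatocyte genes and the lowest for 1 of 7 ecdysone-response genes. Their totals were far apart, with a ratio of 1.39 and ranks 1 and 6, which goes against library depth. Gene length bias is not visible, with a Spearman rho of -0.027 across 8095 genes between effective length and the first component loading. Whether a few genes with large changes carry the first component cannot be decided from these tallies, since a count of genes by rank cannot rest on a few genes. Without the 500 genes of largest loading either way, the pair was still the highest in 1576 of 6746 genes, against 449.7 expected and 1215 for the next pair. More of the whole ring gland would raise Akh, made in another part of that gland, together with spok. Akh was 0.931 of the median of the others in set A replicate 1 and 1.19 of it in set B replicate 2, against 1.93 and 1.98 for spok. Akh lay higher in all set B libraries than in set A, though, with a log2 change of 0.71 and an edgeR adjusted p of 0.9997, so a median over both sets cannot decide. Against the mean of the other 2 libraries of its set, Akh was at 1.74 in set A replicate 1 and 1.01 in set B replicate 2, and spok at 2.94 and 1.80. A differing amount of the whole ring gland therefore remains open. GC content, a difference in larval age and a different amount of prothoracic gland alone were not tested and remain open.

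The RNAs roX1, which overlaps a gene on the opposite strand, and roX2 rose and fell together over the 6 libraries, with Pearson r 0.969 (exact permutation p 0.00139, adjusted 0.00278) and Spearman rho 1 (exact permutation p 0.00278, adjusted 0.00556), in a family of 2 relations. Without the 2 libraries farthest from the median of roX1, r was 0.889 over 4 libraries. Each set has 3 libraries, too few to recompute it within sets. The libraries with the lowest roX RNA were set A replicate 1 and set B replicate 2, the pair described above, so the relation is not independent of that pattern. A differing share of male larvae in the pools may explain it, but genes made in males in general were not examined, so it cannot be decided. The r of roX1 with the library total was -0.282 (exact permutation p 0.626, adjusted 0.626) and rho was -0.257 (exact permutation p 0.658, adjusted 0.658), with r 0.403 without the 2 farthest libraries, so depth is not a likely source.

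Genes at TPM of at least 5 in a single library and at least 8-fold above every other library, after adding 0.5 to both, numbered 24 in set A replicate 1, 7 in replicate 2 and 13 in replicate 3. In set B they numbered 30, 43 and 7. These genes were named after their values were seen. In set A replicate 1 they included larval cuticle genes, with Lcp1 at 1531 TPM against at most 60.8 TPM elsewhere. Of 4 genes on a cuticle list, 3 peaked there with a median fold of 78.6, and the list was written after these values were seen, so epidermis carried over is only a candidate explanation. Set B replicate 1 held Obp44a at 1101 TPM against at most 8.37 TPM, with Ilp2 at 22.1 TPM against 0 TPM. Set B replicate 2 had the most such genes, with a summed TPM of 9082. They included every salivary gland panel gene and Sgs5bis of the second list. Sgsf was at 69.6 TPM there against at most 1.12 TPM, and Eig71Ee at 441 TPM against at most 1.59 TPM. These genes were picked by their values, so they do not test carry-over. Small nucleolar RNAs made up 7 of 7 such genes in set A replicate 2, where short effective lengths inflate TPM.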
